A study of Homo sapiens with 30 samples.

How the data were processed

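The series holds 30 ChIP-seq libraries of OCI-Ly1 cells, and the 12 libraries of H3K27ac and H3K4me3 were analysed, 2 for each of DMSO, 150 nM and 500 nM JIB-04. The 6 libraries each of input chromatin, H3K9me2 and H3K9me3 were not analysed here. Groups, doses and replicate numbers were taken from the sample titles. The deposited tables give read counts per consensus peak, not normalized, with 1 column per library and 1 peak set per mark. Per the file headers, the authors counted reads with featureCounts 2.0.1 without regard to strand, letting a read count in several peaks and requiring a fraction of 0.2 of the read to lie in the peak. The headers record the option for paired reads, whereas the labels' protocols give single reads of 50 bp, so a count may be a read or a fragment. The aligner, read filters, peak caller and the way the consensus was made are not stated.

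The headers name no genome build. The contig names are those of GRCh38, and coordinates are given as deposited with 1 added to the start, because the lowest deposited start is 0. A table of 59792 genes of the assembly GRCh38.p14 was used for gene names and neighbours. It has no strand, so a peak was called near a gene end when it lay within 1000 bp of either end of a gene, in place of the planned distance to transcription start sites. The share of such peaks was checked against the same peaks shifted by 200000 bp. The set of zinc finger genes held the 241 genes on chromosome 19 whose symbol is ZNF followed by a number. Whether a peak lay in an exon, intron or untranslated region was not analysed here.

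The counts were tested with edgeR 4.0.16 in R 4.3.3. All 6 libraries of a mark entered one fit with the treatment group as factor, after filterByExpr by group and TMM normalization, with glmQLFit and glmQLFTest and Benjamini-Hochberg adjustment at 0.05 within each comparison. Standard errors of log2 fold changes were derived from the F statistic. CPM values are relative to the reads in tested peaks after TMM scaling, so a change that affects all peaks alike is not measured. Sets of peaks were tested with camera in limma 3.58.1 with a preset correlation of 0.01 between peaks, on log2 CPM with a prior count of 2, and adjusted over the 8 tests. Agreement between doses was set against 20 simulations in which all groups shared the same mean. Each H3K4me3 peak was paired with the H3K27ac peak of largest overlap, at least 1 bp. Figures were drawn with matplotlib 3.10.9.

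Peaks were named by a rule fixed before the data were examined, as were the tests and the alternatives other than the batch term. For 500 nM against DMSO it took the 3 largest rises and the 3 largest falls per mark. A peak had to have an adjusted p under 0.05, more than the median abundance, both treated libraries beyond both DMSO libraries, the 150 nM mean on the same side of DMSO, and a place on an autosome or chromosome X. For the other comparisons it took the largest rise and the largest fall without the condition on the group left out.

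The edgeR step was tested on simulated counts with 200 changed peaks, each by 1 on the log2 scale. A further set of peaks was shifted by less, with a median difference of 0.28 to 0.31 on that scale. The edgeR step recovered 42.5% to 44.5% of the 200 peaks among 54037 H3K27ac peaks and 80% to 83% among 20402 H3K4me3 peaks. False calls numbered 5 to 11 among 94 to 100 H3K27ac calls and 7 to 15 among 254 to 267 H3K4me3 calls. These totals include calls in the further set, which were not counted as false. In the comparison without change, the 3 such simulations per mark called at most 1 peak. The 20 simulations of unchanged groups called up to 3 H3K27ac peaks and up to 1 H3K4me3 peak in a comparison. With 2 libraries per group, the precision of a single H3K27ac peak is low, and reads without molecular identifiers are not independent molecules.

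The alternatives were size factors by the median of ratios, scaling by the total count in peaks, loess offsets on abundance, no filter on low counts, and a mean count of at least 50. Further ones were the replicate number as a block, the 4 libraries of the contrast alone, the Wald test of DESeq2 1.42.0, an adjusted p under 0.01, a log2 fold change of at least 1, and leaving out each library in turn. For sets of peaks they included fry and an estimated correlation, and for pairs of marks an overlap of at least 50% of both peaks. A batch term for H3K27ac was added after the contig counts were seen.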

Results

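OCI-Ly1, a human diffuse large B-cell lymphoma cell line, was treated with JIB-04, a small-molecule inhibitor of Jumonji-family histone demethylases, at 150 nM or 500 nM, or with the solvent DMSO. Chromatin immunoprecipitation followed by sequencing (ChIP-seq) measured H3K4me3, a histone methylation mark found mainly at active promoters, and H3K27ac, a histone acetylation mark of active promoters and enhancers. Each mark had 2 libraries for each of the 3 treatments, and every mean below is over n = 2 libraries. The series concerns the fidelity of heterochromatin in lymphoma, and the comparisons ask which sites of these active marks changed with the inhibitor and whether the change depended on its dose. The libraries of H3K9me2, H3K9me3 and input chromatin were not analysed here.

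The H3K4me3 counts covered 21268 consensus peaks with a median length of 1566 bp, and the H3K27ac counts covered 63580 peaks with a median length of 526 bp. The total count in H3K4me3 peaks was 12327122 and 10292608 in the DMSO replicates, 11241698 and 10826505 at 150 nM, and 11547657 and 9686420 at 500 nM. The total count in H3K27ac peaks was 4360660 and 5073651 in DMSO, 4737693 and 5355925 at 150 nM, and 5410292 and 5197328 at 500 nM. These are reads inside peaks and not the full depth of the libraries. The median count per peak was 263 to 328 across the H3K4me3 libraries and 21 to 24 across the H3K27ac libraries, so single H3K27ac peaks were measured with much larger counting error. Peaks within 1000 bp of either end of an annotated gene made up 62.4% of the H3K4me3 peaks and 26.7% of the H3K27ac peaks. After the peaks were shifted by 200000 bp, these shares were 16.99% and 11.9%.

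The difference between each pair of libraries was set against counting noise as a chi-square per degree of freedom, which is 1 when a pair differs by counting noise alone. For H3K4me3 it was 1.12 for the DMSO pair, 1.19 for the 500 nM pair and 0.923 for the 150 nM pair. The 150 nM H3K4me3 libraries therefore differed by less than the sampling noise. DMSO replicate 1 and 150 nM replicate 1, which belong to different groups, also did so at 0.952, and the 150 nM libraries were kept as 2 samples. Pairs of a DMSO and a 500 nM H3K4me3 library lay between 7.44 and 8.63. For H3K27ac the DMSO pair stood at 1.32 and the 500 nM pair at 1.25, while the 150 nM pair stood at 2.39, above each of the 4 pairs of a DMSO and a 500 nM library.

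**Figure D1:**
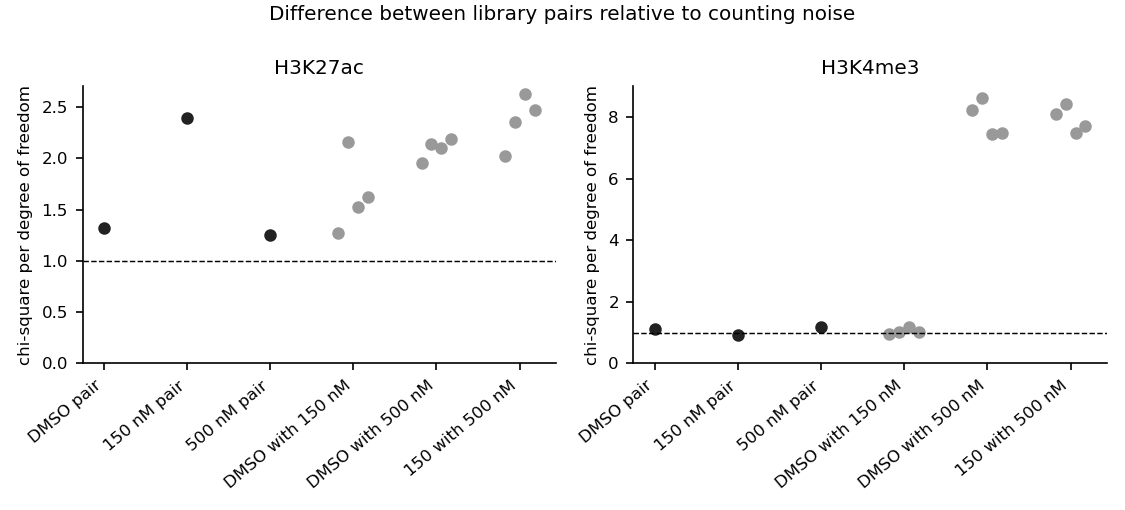
Chi-square per degree of freedom between pairs of libraries, by mark, with 1 point per pair; black points are pairs within a group, grey points pairs across groups, and the dashed line is the level of counting noise. The H3K4me3 pairs that include 1 library at 500 nM lie between 7.44 and 8.63, and the H3K27ac pair at 150 nM lies at 2.39.

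For H3K4me3, 20402 peaks were tested with edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05. No peak differed between 150 nM and DMSO. At an unadjusted p under 0.05 there were 950 such peaks, 4.66% of those tested. At 500 nM, 8034 peaks differed from DMSO, 39.4% of those tested, with 4215 higher and 3819 lower. Changes of at least 1 on the log2 scale were less even, with 1560 peaks higher and 403 lower. The comparison of 500 nM with 150 nM gave 7988 peaks, 4190 higher and 3798 lower. Of these, 3503 higher and 3051 lower peaks were also called against DMSO, a count that includes the effect of using the same 500 nM libraries. Of the scalings tried in place of TMM, the total count in peaks changed the split most, to 4767 higher and 2791 lower against DMSO and to 4695 higher and 2921 lower against 150 nM. The DESeq2 Wald test called 3479 peaks for 500 nM against DMSO.

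**Figure D2:**
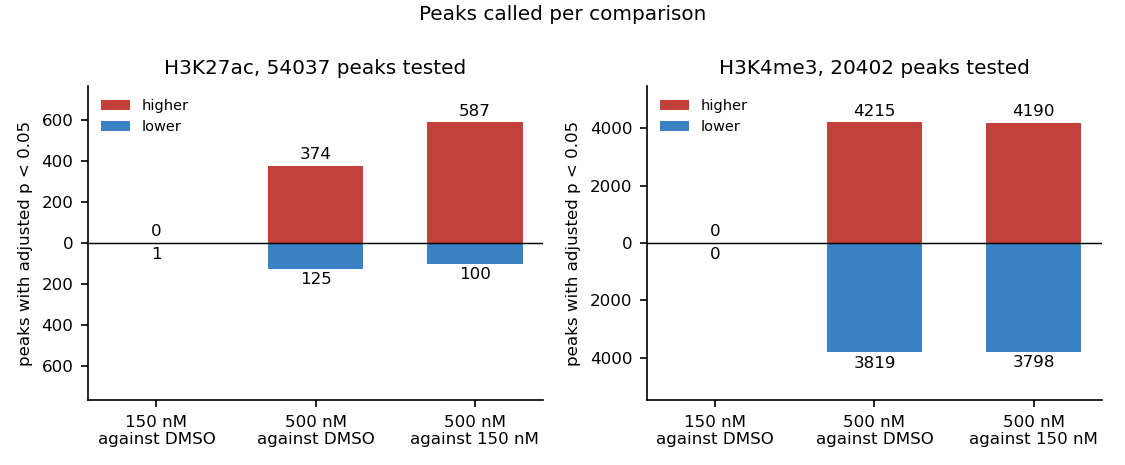
Number of peaks with an adjusted p under 0.05 (y axis) in each comparison (x axis), by mark; red bars count peaks higher in the first-named group and blue bars, drawn downward, peaks lower in it. At 500 nM against DMSO the bars stand at 4215 and 3819 peaks for H3K4me3 and at 374 and 125 peaks for H3K27ac.

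The H3K4me3 change at 500 nM depended on the abundance of the peak. In the lowest of 5 equal groups of peaks by average abundance, with a median of 15.8 reads per peak, the median log2 fold change was 0.44. In the next groups it was 0.20, 0.017 and −0.045, and in the highest group, with a median of 1338 reads, it was −0.059. Higher peaks outnumbered lower ones by 1064 to 187 in the lowest group, and lower peaks outnumbered higher ones by 1396 to 196 in the highest. At 150 nM the lowest group had a median of 0.077 and the highest a median of −0.0020. H3K27ac showed no such slope at 500 nM, with medians of −0.026 in the lowest group and 0.023 in the highest.

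**Figure D3:**
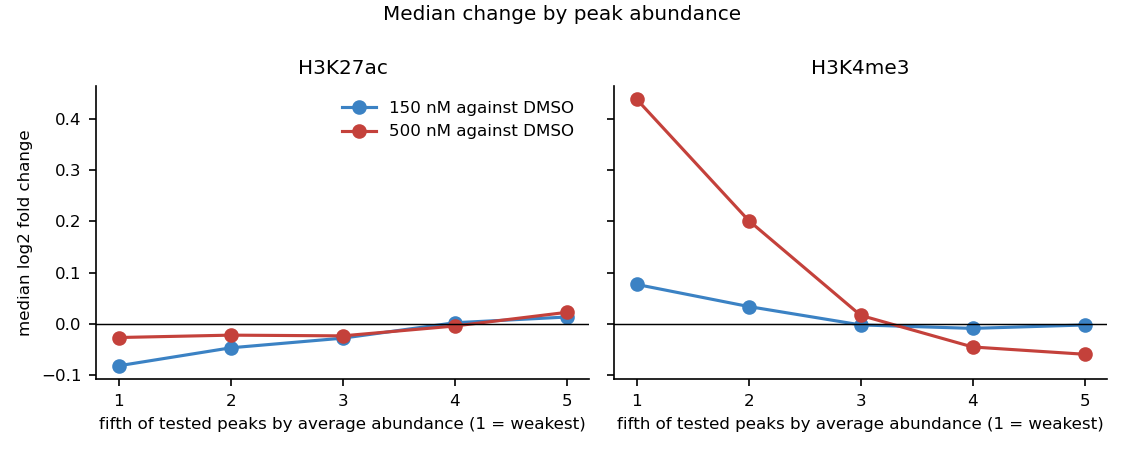
Median log2 fold change against DMSO (y axis) in 5 equal groups of tested peaks ordered by average abundance (x axis), for each mark; blue is 150 nM and red is 500 nM. The H3K4me3 median at 500 nM falls from 0.44 in the lowest group to −0.059 in the highest.

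By position, 19.6% of the 13026 H3K4me3 peaks near a gene end were higher at 500 nM than in DMSO and 20.3% were lower. Among the 7257 peaks on chromosomes away from gene ends, 22.4% were higher and 16.1% lower. Of those, the 2209 peaks outside genes had 25.4% higher and 12.04% lower. These shares were not adjusted for peak abundance, on which the change depended, so they do not show an effect of position alone.

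The H3K4me3 peak with the largest rise under the naming rule lay on chromosome 4 from 2792719 to 2795125, over an end of the gene SH3BP2. It carried 12.7 ± 0.684 CPM (the read count scaled to the library's total in tested peaks after TMM) in DMSO, 14.2 ± 0.973 at 150 nM and 73.2 ± 1.19 at 500 nM (SD, n = 2). Its log2 fold change at 500 nM against DMSO was 2.52 with a standard error of 0.075 (edgeR adjusted p = 1.93e-35). The next rises were 1.66 for a peak on chromosome 7 from 130959488 to 130961652, inside LINC-PINT, and 1.45 for a peak on chromosome 7 from 28409119 to 28411477, inside CREB5. Among peaks whose 150 nM mean also lay below DMSO, as the rule requires, the largest fall was at a peak on chromosome 1 from 157773887 to 157777395, over an end of FCRL2. Its level was 46.1 ± 2.77 CPM in DMSO, 44.5 ± 1.78 at 150 nM and 19.7 ± 3.29 at 500 nM. The log2 fold change was −1.22 with a standard error of 0.080 (edgeR adjusted p = 1.81e-19). The other falls were −1.19 for a peak on chromosome 7 from 24842059 to 24844402, inside OSBPL3, and −1.15 for a peak on chromosome 2 from 231670723 to 231673566, outside annotated genes. For 500 nM against 150 nM the rule gave the SH3BP2 peak again, at 2.36. It also gave a peak on chromosome 22 from 46773855 to 46777500, inside TBC1D22A. That peak fell from 68.6 ± 5.96 CPM at 150 nM to 9.82 ± 2.47 at 500 nM, and stood at 60.3 ± 6.27 in DMSO. Its level at 500 nM was thus also far below DMSO, but its 150 nM mean above DMSO kept it out of the falls named against DMSO. Its log2 fold change was −2.78 with a standard error of 0.094 (edgeR adjusted p = 6.10e-33).

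For H3K27ac, 54037 peaks were tested in the same way. Between 150 nM and DMSO 1 peak was called, and 2128 peaks, 3.94% of those tested, had an unadjusted p under 0.05. In 20 simulations of unchanged groups this comparison called up to 2 H3K27ac peaks, so a single call lay within the number that no change gives. At 500 nM, 499 peaks differed from DMSO, 374 higher and 125 lower. Against 150 nM, 687 peaks differed, 587 higher and 100 lower. Of these, 270 higher and 48 lower peaks were also called against DMSO with the same 500 nM libraries. The count for 500 nM against DMSO moved both ways with the method. The DESeq2 Wald test called 114 peaks, 90 higher and 24 lower. A fit of the 4 libraries of the contrast alone called 2105 peaks, 1222 higher and 883 lower, and these included all 499 above. Fits without 150 nM replicate 2 or without 150 nM replicate 1 gave 1828 and 1900 peaks. Neither of these libraries is part of the contrast, but both enter the spread that all comparisons of a mark share.

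The H3K27ac libraries were also split in a way that did not follow dose. On 5 unplaced contigs (KI270333, KI270336, KI270337, KI270466 and KI270467, picked after their values were seen) DMSO replicate 2 and 150 nM replicate 2 had far fewer reads than the other libraries, with a ratio of 6.14 between the DMSO replicates. A fit with this split as a term, also chosen after the data were seen, called 1274 peaks for 500 nM against DMSO, 784 higher and 490 lower. Of the 499 peaks above, 450 were among them. On the side with high counts, all 499 kept their direction between DMSO replicate 1 and the 500 nM mean, but DMSO replicate 1 also entered their selection. The side with low counts holds no 500 nM library.

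Under the naming rule, the largest H3K27ac rise at 500 nM was at a peak on chromosome 17 from 64081767 to 64082933, inside ERN1. It carried 4.65 ± 1.37 CPM in DMSO, 5.84 ± 1.06 at 150 nM and 16.1 ± 0.931 at 500 nM (SD, n = 2). The log2 fold change was 1.77 with a standard error of 0.25 (edgeR adjusted p = 8.08e-06). The next rises were both 1.43, at a peak on chromosome 2 from 222982224 to 222983184, outside annotated genes, and at a peak on chromosome 22 from 23695935 to 23697076, overlapping RGL4 and GUSBP11. The largest fall under the same rule was at a peak on chromosome 17 from 66395433 to 66396382, inside PRKCA. It carried 13.1 ± 0.703 CPM in DMSO, 10.5 ± 3.15 at 150 nM and 5.56 ± 0.124 at 500 nM. Its log2 fold change was −1.24 with a standard error of 0.25 (edgeR adjusted p = 0.00330), and its DESeq2 adjusted p was 0.151. The other falls were −1.16 for a peak on chromosome 2 from 74777249 to 74779169, over an end of LOC102724482, and −1.15 for a peak on chromosome 17 from 1225906 to 1226884, inside ABR and over an end of LOC124905345. The latter had a DESeq2 adjusted p of 0.238.

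The single peak called at 150 nM against DMSO was 6122 bp long, on chromosome 17 from 48052051 to 48058172, overlapping NFE2L1. It carried 133 ± 4.00 CPM in DMSO, 90.3 ± 10.9 at 150 nM and 187 ± 5.08 at 500 nM. The log2 fold change at 150 nM was −0.56 with a standard error of 0.099 (edgeR adjusted p = 0.0420). The call depended on the model. Without 500 nM replicate 1 or without 500 nM replicate 2 its edgeR adjusted p was 0.191 or 0.185, and with a mean count of at least 50 it was 0.257. With only the 4 libraries of the contrast the edgeR adjusted p was 0.99986, and the DESeq2 Wald test gave an adjusted p of 0.931. With no filter on low counts the edgeR value was 0.00681, and with the split of the H3K27ac libraries as a term 1.98e-07. For 500 nM against 150 nM the rule gave a rise of 2.36 at a peak on chromosome 19 from 42009820 to 42011160, inside GRIK5, and a fall of −1.20 at a peak on chromosome 10 from 114538321 to 114538916, inside ABLIM1. The latter had a DESeq2 adjusted p of 0.438.

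**Figure D4:**
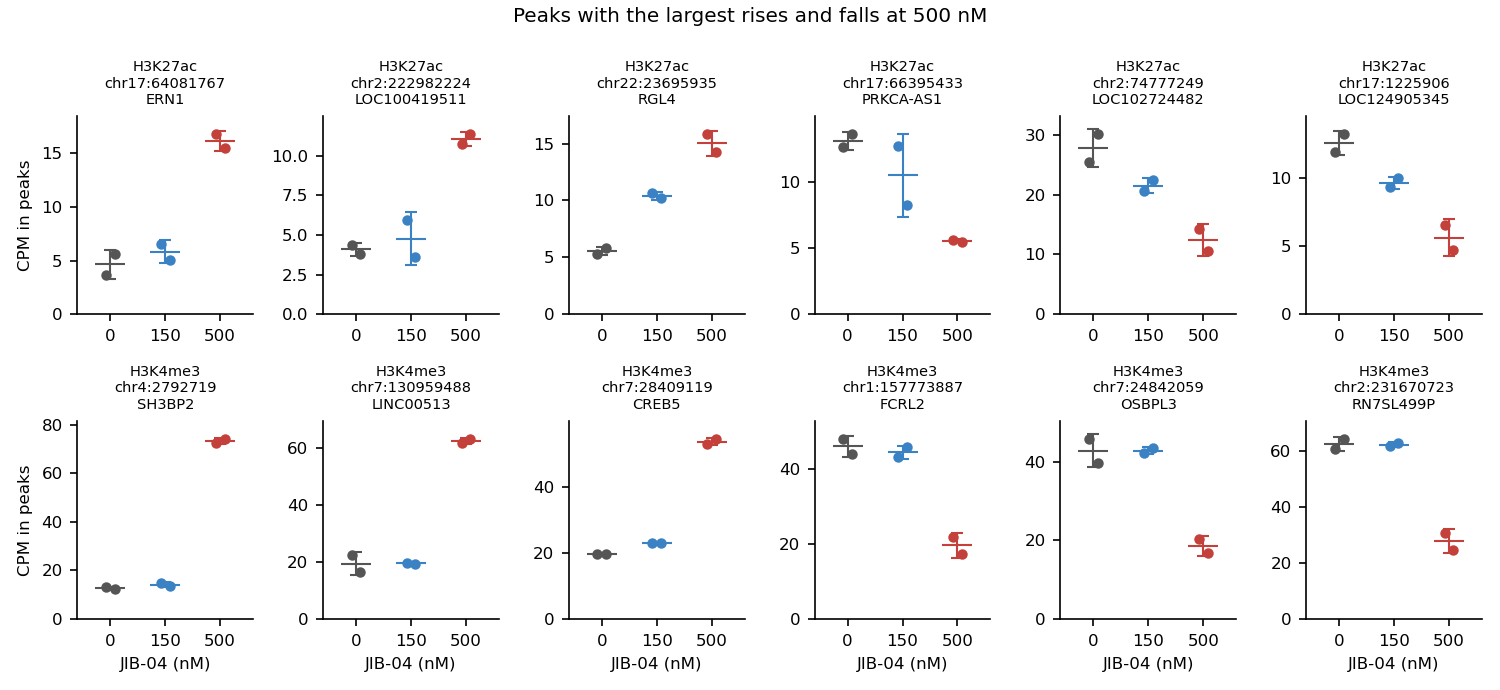
CPM in peaks (y axis) at each JIB-04 dose (x axis, 0 is DMSO) for the 12 peaks named for 500 nM against DMSO, titled by mark, chromosome, start and the gene with the nearest end; points are the 2 libraries, the dash is their mean and the bars are ± 1 SD. At 500 nM the SH3BP2 peak stands at 73.2 CPM and the FCRL2 peak at 19.7.

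Part of the H3K27ac rise lay on contigs that are not placed on a chromosome. Of the 374 higher peaks at 500 nM, 55 were on such contigs, which held 165 of the 54037 tested peaks. On GL000225, an unlocalised contig of chromosome 14 singled out after its values were seen, 43 of 62 tested H3K27ac peaks were higher at 500 nM. Its H3K27ac level was 1504 ± 120 CPM in DMSO, 1196 ± 5.44 at 150 nM and 3057 ± 224.7 at 500 nM (SD, n = 2). All 22 of its tested H3K4me3 peaks were higher at 500 nM, and their summed level was 66.7 ± 0.452 CPM in DMSO, 56.3 ± 5.32 at 150 nM and 348 ± 10.9 at 500 nM. GL000216, an unplaced contig also picked after its values were seen, rose less, with 11 of 43 tested H3K27ac peaks and 6 of 25 H3K4me3 peaks higher at 500 nM. Its H3K27ac level was 262 ± 30.6 CPM in DMSO and 379 ± 50.7 at 500 nM, and its H3K4me3 level 56.1 ± 3.09 and 86.4 ± 2.63. On KI270438, an unplaced contig, H3K27ac stood at 439 ± 53.7 CPM in DMSO and 399 ± 31.1 at 500 nM, a difference within the replicate spread.

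**Figure D5:**
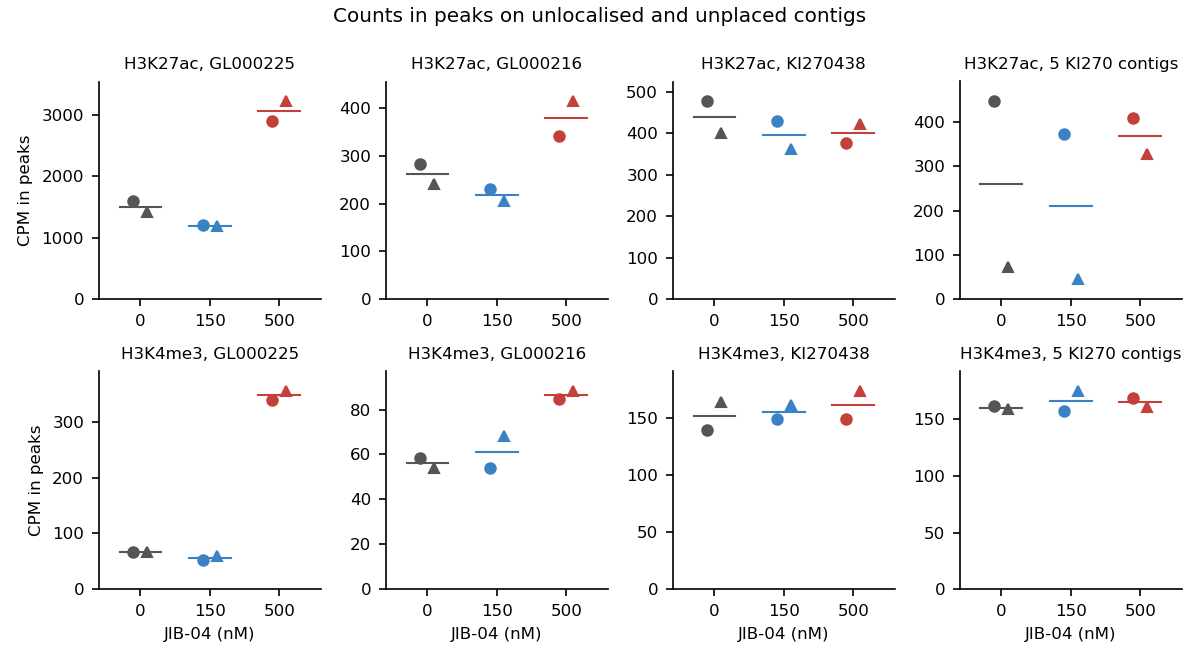
CPM in peaks (y axis) summed over peaks of a contig at each JIB-04 dose (x axis, 0 is DMSO), for both marks; circles are replicate 1, triangles replicate 2 and lines the group means. H3K27ac on GL000225 rises from 1504 to 3057 CPM at 500 nM, and on the 5 KI270 contigs replicate 2 lies low in DMSO and at 150 nM.

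Peaks near gene ends were compared with the other tested peaks, and those near the ends of zinc finger (ZNF) genes on chromosome 19, a known heterochromatin domain, with the other peaks near gene ends. Each comparison gives a difference of median log2 fold changes. The p beside it is from limma's camera, adjusted over 8 tests. Camera compares test statistics of single peaks on log2 CPM between the sets, so its p does not test the printed median difference itself. For H3K27ac at 500 nM against DMSO, the 16176 peaks near gene ends lay 0.099 above the rest (camera adjusted p = 0.0136), and both 500 nM libraries showed this direction. The pooled replicate SD of this difference, which leaves replicate numbers aside, was 0.10, and replicate 2 lay above replicate 1 in each of the 3 groups. It was 0.029 without DMSO replicate 1 and 0.15 without 500 nM replicate 1. At 150 nM the difference was 0.060 (camera adjusted p = 0.0630), and it was −0.034 without 150 nM replicate 2 and 0.20 without 150 nM replicate 1. For H3K4me3 the 13026 peaks near gene ends lay −0.12 from the rest at 500 nM (camera adjusted p = 0.0839). That value was −0.18 without DMSO replicate 1 and −0.060 without 500 nM replicate 1, and loess offsets on abundance reversed it to 0.090. With a mean count of at least 50 it was −0.013 (camera adjusted p = 0.947). At 150 nM it was −0.030 (camera adjusted p = 0.0713), with −0.067 without DMSO replicate 1 and −0.0076 without DMSO replicate 2.

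At the ends of chromosome 19 ZNF genes the median log2 fold changes of the marks had opposite signs at 500 nM, 0.14 for H3K27ac and −0.073 for H3K4me3. The 187 H3K27ac peaks lay 0.083 above other peaks near gene ends (camera adjusted p = 0.0312, replicate SD 0.038). The 171 H3K4me3 peaks lay −0.051 from other peaks near gene ends (camera adjusted p = 9.79e-04, replicate SD 0.0092). Both 500 nM libraries of each mark showed the direction, and it held under loess offsets on abundance. Total-count scaling shifts all peaks of a library nearly alike, so it could not test the direction. The H3K27ac value was 0.055 without DMSO replicate 2. At 150 nM the H3K27ac difference was 0.070 (camera adjusted p = 0.00685), but it was 0.0080 without 150 nM replicate 2 and 0.11 without 150 nM replicate 1. The H3K4me3 difference at 150 nM was −0.0072 (camera adjusted p = 0.114), and it was −0.0033 without 150 nM replicate 2. The difference between the marks was not tested. At 500 nM, 4.1% of the ZNF H3K4me3 peaks were called higher and 20.5% lower, against 19.6% and 20.3% of all peaks near gene ends. The lower share was thus nearly the same, and the higher share was smaller. Of the 187 H3K27ac peaks, 1 was called higher and 0 lower. With an estimated correlation between peaks, none of the 4 set calls held. Fry's rotation test asks whether a set itself changed, without the other peaks, so it could not test these differences. For the ZNF H3K4me3 peaks at 500 nM it gave an adjusted p of 0.0441.

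The changes at the 2 doses were compared across peaks, which are not independent replicates. Spearman's correlation of the log2 fold changes was 0.41 for H3K27ac and 0.15 for H3K4me3. Because both doses were set against the same DMSO libraries, 20 simulations of unchanged groups gave means of 0.48 and 0.44, above the observed values. These simulations hold no change at 500 nM. A change at that dose alone would also lower the correlation, so the gap does not show that the doses disagree. With different DMSO libraries for each dose, the mean over 8 combinations was 0.013 for H3K27ac and −0.0019 for H3K4me3. No shared change was therefore detectable across all peaks. The H3K4me3 correlation was 0.076 without 150 nM replicate 2 and 0.25 without DMSO replicate 1. Of the 4215 H3K4me3 peaks higher at 500 nM, 62.9% lay above DMSO at 150 nM, with a median log2 fold change of 0.042 there against 0.75 at 500 nM. Of the 3819 lower ones, 54.5% lay below DMSO at 150 nM, with a median of −0.0066. Of the 374 H3K27ac peaks higher at 500 nM, 40.6% lay above DMSO at 150 nM. Of the 125 lower ones, 93.6% lay below it, with a median log2 fold change of −0.16 at 150 nM. That share also contains the effect of the same DMSO libraries, for which no simulated share of lower peaks is given. A fall shared by both doses at these peaks therefore stays open.

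The marks were compared at 15988 pairs of overlapping tested peaks, again across peaks and without a p-value. At 150 nM the Spearman correlation of their changes was −0.038, and it was 0.018 without the H3K27ac library of 150 nM replicate 2. At 500 nM it was 0.19, with a range of 0.12 to 0.20 over single libraries. Among the 5722 pairs whose H3K4me3 peak was called it was 0.39. H3K27ac had a median log2 fold change of 0.13 where H3K4me3 was called higher and −0.0075 where it was called lower. Both marks were called higher at 68 pairs and lower at 39. H3K4me3 was lower and H3K27ac higher at 9 pairs, and the opposite was called at 1 pair.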

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

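The number of peaks called was compared across the alternatives. For H3K4me3 at 150 nM against DMSO the count stayed at 0 under the 10 other settings, and it was 0 and 1 in the 2 fits that each left out a 500 nM library. Among the 10, an adjusted p under 0.01 and a log2 fold change of at least 1 only select from the main calls. Those settings could therefore give no other count. For H3K4me3 at 500 nM the DESeq2 Wald test called 3479 peaks against DMSO and 3473 against 150 nM, where edgeR called 8034 and 7988, and each of its peaks was among edgeR's. A log2 fold change of at least 1 left 1963 and 1894 peaks. Loess offsets kept 5521 of the 8034 peaks among 6942 calls, and remove the trend with abundance by their construction. The share of higher peaks moved by over 10 percentage points with total counts, to 4767 higher and 2791 lower.

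H3K27ac counts depended more on the processing. For 500 nM against DMSO, in place of 499 peaks, a mean count of at least 50 gave 317, the DESeq2 Wald test 114, an adjusted p under 0.01 gave 235, and a log2 fold change of at least 1 left 163. DESeq2 gave no adjusted p for 29334 peaks. The batch term gave 1274, the 4 libraries of the contrast alone 2105, and the 2 fits that each left out a 150 nM library 1828 to 1900. For 500 nM against 150 nM, in place of 687, these were 379 for the mean count, 200 for DESeq2, 391 for the stricter p, 348 for the fold change and 433 for the 4 libraries. For 150 nM against DMSO, in place of 1, the count was 0 with the mean count, the 4 libraries, DESeq2, the stricter p and the fold change, 4 with the batch term, and 0 in the fits that each left out a 500 nM library. The larger counts without the 150 nM libraries follow from the spread of that pair, at 2.39 times counting noise. The cause of the other changes was not tested.

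Replicate numbers were not taken as pairs, since same-numbered libraries did not deviate together in every pair of groups: the correlation of their deviations from the group means was 0.133, 0.0026 and 0.0575 for the 3 pairs of H3K27ac groups and 0.0235, 0.0489 and 0.00466 for H3K4me3. With the number as a replicate block, H3K27ac gave 1150 peaks for 500 nM against DMSO (765 higher, 385 lower), 1186 against 150 nM and 2 for 150 nM against DMSO. The block changed no set call, and the NFE2L1 peak had an adjusted p of 1.35e-04 under it.

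Set differences kept their direction in all settings but 1 that kept every library: loess offsets on abundance turned the H3K4me3 difference at gene ends at 500 nM to 0.090 (camera adjusted p = 0.00967), which follows from removing the abundance trend. Total-count scaling shifts all peaks of a library nearly alike, so it could not test a direction. Under an estimated correlation, whose differences equal the reported ones, the H3K27ac calls at 0.070, 0.099 and 0.083 were lost (camera adjusted p = 0.582 for each). The H3K4me3 one at −0.051 was lost as well (camera adjusted p = 0.266). Fry tests whether a set itself changed and not its difference from other peaks. For each of those H3K27ac sets its adjusted p was 0.494. With peaks that overlap the gene end itself, all 4 differences at gene ends passed the threshold: 0.10 for H3K27ac at 500 nM, as before, and newly 0.069 for H3K27ac at 150 nM, −0.027 for H3K4me3 at 150 nM and −0.15 at 500 nM. With a mean count of at least 50 the H3K27ac one at 150 nM passed at 0.056, and the H3K4me3 one at 500 nM shrank to −0.013 (camera adjusted p = 0.947). The cause was not tested.

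Over the 6 fits that each left out a library, the H3K27ac differences at 150 nM ran from −0.034 to 0.20 at gene ends and from 0.0080 to 0.11 at ZNF genes, and those at 500 nM from 0.029 to 0.15 and from 0.055 to 0.10. The H3K4me3 differences ran from −0.067 to −0.0076 at gene ends and from −0.010 to −0.0033 at ZNF genes at 150 nM, and from −0.18 to −0.060 and from −0.062 to −0.046 at 500 nM. The agreement of the doses ran from 0.32 to 0.57 for H3K27ac and from 0.076 to 0.25 for H3K4me3, and with disjoint libraries it was 0.013 and −0.0019, as the DMSO libraries were then not the same. The agreement of the marks ran from −0.067 to 0.018 at 150 nM and from 0.14 to 0.21 at 500 nM over 12 fits, and loess offsets raised the latter to 0.26.

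Of the named peaks, none reversed. Outside the fits that left out a library, 6 values lost their adjusted p under 0.05, among them the NFE2L1 peak under 3 settings, and 132 kept it. Offsets for GC content, alone and with the replicate block, were not run. Calls of single H3K27ac peaks are limited, since fewer than 45% of simulated changes of 1 on the log2 scale were recovered. Whether low counts or the spread between libraries set this limit was not tested.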

Other observations

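The tests on library batch, duplicate removal, consensus selection and the contigs were chosen after the result had been seen, and the others before their own value was known. The medians of the paired weak peaks and the simulated shares for 150 nM replicate 1 and for chromosomes were also added after the result had been seen.

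H3K4me3 rose at weak peaks at 500 nM, with a median log2 fold change of 0.44 in the lowest of 5 abundance groups. A difference in depth is argued against, since after every library was thinned to the smallest total, the median was 0.43. Chance selection of weak peaks into the consensus that acted on both doses alike would raise the 150 nM libraries as well, and their median was 0.077. A selection that favoured peaks of the 500 nM libraries is not excluded, as the way the consensus was made is not stated. A lower enrichment over background in the 500 nM libraries may account for the rise and stays open. Over the 2 lowest groups the H3K4me3 change correlated with the H3K27ac change, measured in separate libraries, at 0.29 across 4411 pairs, against −0.017 at 150 nM. However, the weak peaks with an H3K27ac partner show less of the rise, with H3K4me3 medians of 0.22 and −0.0029 in the 2 groups, against 0.44 and 0.20 for all peaks in them. H3K27ac at the partners of the lowest group lay −0.11 from the partners of the highest group, with a replicate SD of 0.093, so the H3K27ac median did not follow the rise. A lower enrichment and an H3K4me3 gain without H3K27ac therefore cannot be told apart, as input libraries were not used here. A gain of H3K4me3 under demethylase inhibition at 500 nM also stays open, as untested.

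The contig GL000225 carried more reads of both marks at 500 nM, by a factor of 2.03 for H3K27ac and 5.21 for H3K4me3, and GL000216 rose by 1.44 and 1.54. An equal rise of background on all contigs is opposed by KI270438, whose H3K27ac ratio of 500 nM to DMSO was 0.910. The H3K27ac batch is opposed as the source of the GL000225 rise by the ratio of 1.92 between 500 nM and DMSO replicate 1, which lie on the same side of it. A greater number of copies of the sequence would raise both marks by the same factor where they cover the same sequence. Over 12 pairs of overlapping peaks on GL000225 the H3K4me3 fold was 2.36 times the H3K27ac fold, but most pairs cover partly different sequence. Over the 3 pairs with at least 50% of both peaks in common it was 1.36 times, which is too few pairs to decide. A copy gain and a change of chromatin at 500 nM therefore cannot be told apart, as input libraries were not used here. Reads shared between repeats may also contribute, and this was not tested, since the authors' handling of reads with several alignments is not stated.

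H3K27ac peaks higher at 500 nM tended to lie below DMSO at 150 nM, 222 of 374 or 59.4%, and 53.6% of the 319 on chromosomes. Selection against the same DMSO libraries is argued against, as the highest share in 20 simulations without a 150 nM effect was 48.2%, and 47.6% on chromosomes. These simulations draw each peak independently. The discordant 150 nM replicate 2 may be behind the pattern on chromosomes. With replicate 1 alone the share was 53.5%, above the highest simulated share of 47.9%, but on chromosomes it was 47.3%, below the highest simulated share of 48.9%. For the peaks on chromosomes, a response that differs between the doses and the scatter of replicate 2 cannot be told apart.

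The H3K27ac reads on 5 unplaced contigs split the libraries within the DMSO and 150 nM groups. Dose is not a possible explanation, since DMSO replicate 1 exceeded DMSO replicate 2 by a ratio of 6.14. A library batch is consistent with the deviations of the low libraries from their group means, which correlated at 0.133 over all tested peaks, against 0.0026 and 0.0575 for replicate numbers that put a 500 nM library beside a DMSO or 150 nM one. The labels name no batch, and no biological explanation was tested.

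In dense peaks, H3K4me3 libraries differed by less than counting noise. Removal of duplicate reads before counting could produce this, because it limits counts where reads are dense. In the 150 nM pair the chi-square per degree of freedom fell from 1.08 in the quartile of peaks with the fewest reads per kb to 0.645 in the densest. The pair of DMSO replicate 1 and 150 nM replicate 1 fell likewise, from 1.11 to 0.716. As unrelated libraries also fall below 1, whether the 150 nM libraries come from 1 library cannot be told apart from such a limit. No biological explanation was tested.

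Wide H3K4me3 peaks lost more signal at 500 nM in part of the data. Peak width itself would give correlations of width and change of the same sign at every read density. They were negative in 3 of 4 quartiles of density, at −0.031, −0.31 and −0.17, but 0.067 in the sparsest. At 150 nM, where no peak was called, they were −0.037, 0.13, 0.12 and 0.095 from the sparsest to the densest quartile. The values of −0.31 and −0.17 were larger in size than any of these, but 0.067 lay within their range. Its sign therefore cannot decide whether width is a sole candidate cause. In the third quartile 56.7% of the widest decile of peaks were called lower, against 22.2% of the others, with median log2 fold changes of −0.11 and −0.029. In the sparsest quartile the widest decile was called more often in both directions. There 55.1% were higher, against 34.1% of the others, and 12.5% lower, against 3.1%.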
